A study of Homo sapiens with 25 samples. Its data were reported in "IL-15-dependent immune crosstalk between natural killer cells and dendritic cells in HIV-1 elite controllers" (2023).

How the data were processed

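Gene expression was measured by RNA sequencing of natural killer (NK) cells from human blood. The labels placed 17 libraries ex vivo, from elite controllers of HIV-1 (EC, n = 6), persons with HIV-1 on antiretroviral therapy (ART, labelled HAART, n = 6) and persons without HIV (HIVN, n = 5), and 8 libraries in culture, from cells of 4 HIVN donors kept in medium or with IL-15. Per the labels, full-length cDNA was amplified with SMART-seq2 and sequenced on a NextSeq 500 with a 75-cycle kit. The labels describe every library as CD56dim CD16+ NK cells, whereas the study's methods describe the cultured cells as total NK cells isolated with magnetic beads by negative selection at high purity, so the gate of the cultured cells was not settled.

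The authors aligned the reads to GRCh38 with STAR 2.4.2a and quantified genes with RSEM 1.2.22. The deposited estimated counts were not normalized, and 11.1% of their cells were not whole numbers, so they were rounded to whole counts here. The deposited TPM values (relative transcript abundances) came from the same quantification and were used by the authors for downstream analysis. The authors normalized on ERCC spike-in controls with RUVSeq and tested with DESeq2 after these values were made. In the deposited counts the 92 ERCC rows held 43 counts over all libraries, in 9 libraries, so that normalization could not be remade and no alternative based on spike-ins was run.

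The annotation release behind the deposited rows was not stated. Of 56701 rows, 56558 were found by identifier in GENCODE release 44, which gave symbols, biotypes and GRCh38 coordinates, and 56193 rows were kept. XIST, TSIX and Y-linked genes were left out of every table before testing, and the ERCC rows were left out of library sizes. Total counts ran from 11850000 to 23460000 in the ex vivo libraries and from 9345000 to 18060000 in the cultured ones. Rows within ribosomal DNA on chromosome 21 took 26.9% to 52.2% of the counts ex vivo and 21.4% to 33.6% in culture, and 3 of these rows held identical totals, as near-identical copies that share reads would. Nuclear protein-coding genes held 36.9% to 64.6% of the counts ex vivo and 22.7% to 57.1% in culture. The counts carry no molecular identifiers, so their precision covers counting error only.

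Tests used R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered with filterByExpr at its defaults within each fit, libraries were scaled by the trimmed mean of M values (TMM), and differences were tested two-sided with robust quasi-likelihood F tests and Benjamini-Hochberg adjustment at 0.05. The 3 ex vivo groups entered a single fit without covariates, and the cultured libraries a fit with the donor as a block. The SE of a log2 fold change was its size divided by the square root of F. Counts at the study's own thresholds used an unadjusted p under 0.05 with a log2 fold change beyond 0.5 ex vivo and beyond 1 in culture. Python 3.11.15 with scipy 1.17.1 gave two-sided exact permutation tests on log2(TPM + 1) for the 4 genes the study singled out.

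Before the data were examined, 35 lists holding 592 distinct genes were fixed for NK cell functions, metabolism, stress responses and markers of other blood cells, and all these genes were found in the tables. Lists with at least 3 measured members were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. Camera compares a list with all other genes. The direction of a list is that of camera, and its value in the alternatives is the mean log2 fold change of its members minus that of all genes. In fry, a rotation test that does not compare a list with other genes, the smallest adjusted p was 0.0141 in culture. Genes called in culture with a log2 fold change beyond 1 formed an IL-15 induced set of 35 and an IL-15 reduced set of 3, which were tested in the ex vivo comparisons by camera.

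Named genes followed a rule fixed before the data were examined. Among genes past the threshold with a mean of at least 10 CPM (counts scaled to library size) in the higher group, the 10 largest rises and the 10 largest falls were named if at least 80% of the library pairs between groups, or every donor pair, showed the direction. Where none passed, the 5 smallest p in each direction were named as not past it. IL2RB, BCL2, IL2RA and CD69 were always named, as were 2 to 4 members with the smallest p of each list described. KIR and HLA genes, T cell receptor and immunoglobulin segments, GSTM1, GSTT1, GSTT2, GSTT2B, UGT2B17, pseudogenes of ribosomal proteins and clone-type symbols were not eligible, and KIR and HLA genes were treated only as groups.

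The labels give both cultured libraries of a pair the same participant. Deviations from the group means correlated at 0.504 to 0.818 within the 4 pairs, across genes that are not independent replicates, and the highest value between unpaired libraries was 0.611. The labels give no batch or date. Alternatives were DESeq2 1.42.0, relative log expression (RLE) and upper-quartile factors, no and stricter count filters, limma on log2(TPM + 1) and log2(TPM + 0.1), fits on the compared groups alone, a fit without the donor block, and leaving out each library or donor pair in turn. Nuclear protein-coding genes alone, cyclic loess scaling, libraries with TMM factors from 0.67 to 1.5, donors 3 and 4 alone, and a monocyte marker score as covariate were added after the data had been seen. Group labels were also reassigned in 100 drawn splits ex vivo and in all 8 splits within the cultured pairs.

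The tests were tried on simulated counts drawn from the means and sizes of the real libraries, with 200 genes changed in each of 5 runs. Of 2-fold and 4-fold changes, edgeR recovered 31.4% and 71.3% in the EC and ART design (14777 genes), 24.6% and 69.2% in the EC and HIVN design (14777 genes), and 24.5% and 70.2% in the ART and HIVN design (14814 genes). In the cultured design (11660 genes) it recovered 52.0% and 93.3%. False calls made up 2.4% of calls in both EC designs, 4.2% in the ART and HIVN design and 9.3% in the cultured design, which is above the nominal 5%.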

Results

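RNA sequencing profiled NK cells directly ex vivo from EC, who keep HIV-1 in check without treatment, from persons on ART and from HIVN persons, and NK cells of 4 HIVN donors cultured with or without IL-15, a cytokine that sustains NK cells. Total counts ran from 15190000 to 22350000 per library in EC (n = 6), from 11850000 to 18930000 in ART (n = 6) and from 15060000 to 23460000 in HIVN (n = 5). The cultured libraries held 9345000 to 18060000 counts in medium (n = 4) and 12440000 to 16280000 with IL-15 (n = 4). Log2 CPM profiles of the ex vivo libraries correlated at 0.881 to 0.945 with each other across genes, and those of the cultured libraries at 0.701 to 0.957. The first principal component held 12.2% of the variance ex vivo and 63.3% in culture. Values are estimated counts scaled to CPM, and log2 fold changes come from edgeR with their SE.

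The first comparison asked how NK cells of EC differ from those of persons on ART. Immediate-early and activation genes, which cells transcribe soon after a stimulus, were higher as a group in EC, with a median log2 fold change of 1.01 (2.02-fold) over 26 measured members, but adjusted p = 0.50 with an estimated correlation. Between EC and HIVN their median was -0.037, with 13 members above 0 and 13 below, and the mean relative to all genes was 0.295 (camera adjusted p = 0.434). That mean rose to 0.67 without HIVN replicate 5, where the list was called (adjusted p = 0.000606), and fell below 0 without HIVN replicate 1 (-0.17) or EC replicate 2 (-0.03). Their leading members were the nuclear receptor gene NR4A2 (2.61 ± 0.58), the kinase gene SIK1 (3.81 ± 0.88), the chemokine receptor gene CXCR4 (1.96 ± 0.54) and RGS2 (1.83 ± 0.54). NF-kB targets (median 0.70), interferon-stimulated genes (0.44), cytotoxic granule and killing genes (0.46) and glycolysis genes (0.44) were also higher as groups in EC, each with adjusted p = 0.50 with an estimated correlation. IL2RB, which encodes the receptor chain that IL-2 shares with IL-15, had a mean of 2021 ± 1000 CPM in EC and 1195 ± 953 CPM in ART (SD, n = 6 each), a difference smaller than the spread between libraries. The ART mean rested on ART replicate 6, at 3122 CPM against 557 to 909 CPM in the other ART libraries, and without it the log2 fold change went from 0.76 to 1.32 (edgeR adjusted p = 0.228).

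Of the 26 measured immediate-early and activation genes, 16 were higher at an unadjusted p under 0.05, 9 were higher when adjusted over the list alone, and none passed over all genes. The camera call of this list (adjusted p = 4.54e-11) was kept in every fit that left out 1 library, but adjusted p = 0.50 with an estimated correlation. Among 14 measured NF-kB targets, 5 were higher and 1 lower at an unadjusted p under 0.05 and 2 were higher when adjusted over the list alone, led by BCL3 (1.60 ± 0.45) and TNFAIP3 (2.32 ± 0.69). Among 24 measured interferon-stimulated genes, 7 were higher before adjustment and 1 when adjusted over the list alone, with IFITM3 at 1.38 ± 0.33 and IFIT3 at 1.13 ± 0.38. In the cytotoxic granule and killing list, 6 of 20 members were higher before adjustment and 0 when adjusted over the list alone, led by the granule genes CST7 (0.78 ± 0.29), NKG7 (0.96 ± 0.37) and GNLY (0.94 ± 0.38). GNLY was at 15680, 19460 and 18480 CPM in EC replicates 1, 2 and 4, whose TMM factors were 0.779, 0.604 and 0.558. In the other EC libraries GNLY (5871 to 7604 CPM) and NKG7 (1229 to 1655 CPM) lay within the ART ranges (4802 to 8761 and 985.8 to 2599 CPM). Leaving out 1 library at a time cannot show a difference carried by several. Of 21 measured glycolysis genes, 6 were higher before adjustment and 1 when adjusted over the list alone, led by the glucose transporter gene SLC2A3 (0.87 ± 0.23) and ALDOC (0.90 ± 0.31). For these 4 lists camera gave adjusted p = 0.00648, 7.71e-05, 6.04e-05 and 1.99e-05, and adjusted p = 0.50 for each with an estimated correlation. The value of a list without a library is its mean log2 fold change relative to all genes. The interferon-stimulated list lost its call without EC replicate 1, where its value went from 0.60 to 0.26 (adjusted p = 0.0718). NF-kB targets, at 0.67 in all libraries, lost theirs without EC replicate 2 (0.45, adjusted p = 0.0722) or ART replicate 6 (0.58, adjusted p = 0.0748). Cytotoxic genes went from 0.46 to 0.30 without EC replicate 4 and kept their call (adjusted p = 0.00881). Cyclic loess scaling left 5 lists called, among which were the immediate-early, NF-kB, interferon-stimulated and glycolysis lists but not the cytotoxic list.

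A further 7 lists were higher in EC than in ART, with adjusted p from 0.50 to 0.714 with an estimated correlation. Class I antigen presentation (median 0.37) had 6 of 16 members higher before adjustment and 1 when adjusted over the list alone, with CALR, an endoplasmic reticulum chaperone gene, at 0.71 ± 0.20 and the proteasome gene PSMB10 at 0.57 ± 0.23. Actin cytoskeleton and adhesion genes (median 0.45) had 2 of 22 members higher before adjustment, MYL6 at 0.65 ± 0.28 and ITGB2 at 0.64 ± 0.31. Nuclear genes of oxidative phosphorylation (median 0.22) had 1 of 27, UQCRC2 at 0.42 ± 0.18, ahead of UQCRFS1 at 0.51 ± 0.25. None of the 77 cytosolic ribosomal protein genes (median 0.21) passed before adjustment, with RPL24 (0.53 ± 0.28) and RPS10 (0.56 ± 0.30) nearest. The actin, oxidative phosphorylation and ribosomal lists had no member past the threshold when adjusted over the list alone. Camera gave these 4 lists adjusted p from 1.96e-05 to 0.000299, and the ribosomal list had adjusted p = 0.714 with an estimated correlation. The class I and ribosomal medians lay at percentiles 86.6 and 64.4 of random lists matched on abundance, within the range of such lists. Without EC replicate 4, the ribosomal list went from 0.23 to 0.045 (adjusted p = 0.161) and the actin list from 0.39 to 0.19 (adjusted p = 0.0544), both losing their call, and the class I list from 0.53 to 0.33 (adjusted p = 0.00572). EC replicate 4 had the largest share of mitochondrial ribosomal RNA ex vivo (11.9%, against 3.68% to 8.11% in the others), the fewest genes with at least 5 counts (14517) and the lowest TMM factor (0.558). Without ART replicate 6, the ribosomal (0.076, adjusted p = 0.300) and oxidative phosphorylation (0.12, adjusted p = 0.0663) lists lost their call. These lists had values of 0.40 and 0.42 without ART replicate 2 and 0.13 and 0.14 without ART replicate 4, against 0.23 each in all libraries, and the ribosomal list 0.15 without ART replicate 1. The ribosomal list turned to lower (-0.02) without the libraries with outlying TMM factors.

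The other 3 of these lists were cholesterol synthesis and a pair of NK subset lists, each with adjusted p = 0.50 with an estimated correlation. Cholesterol synthesis (median 0.10) had 2 of 14, INSIG1 at 0.56 ± 0.18 and MVD at 0.55 ± 0.22. The mature and CD57-type NK list (median 0.40) had 5 of 17, led by the receptor gene S1PR5 (0.64 ± 0.20) and SPON2 (0.89 ± 0.34), and genes that are lower in adaptive NK cells (median 0.52) had 1 of 8, NCR3 at 0.71 ± 0.26, ahead of KLRC1 at 0.89 ± 0.52. None of these 3 lists had a member past the threshold when adjusted over the list alone, and camera gave adjusted p = 0.0261, 0.00345 and 0.00300. The cholesterol median lay at percentile 79.5 of random lists matched on abundance, within the range of such lists. Its call was lost without EC replicate 1 (adjusted p = 0.134), EC replicate 2 (0.114) or ART replicate 4 (0.0529). The mature NK list went from 0.37 to 0.18 without EC replicate 4 (adjusted p = 0.161), and the list of genes lower in adaptive NK cells lost its call without ART replicate 5 (adjusted p = 0.0567).

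Single genes did not pass the threshold. With edgeR, 0 of 15193 genes differed between EC and ART at an adjusted p under 0.05, while 1417 had an unadjusted p under 0.05 and DESeq2 called 83 (56 higher and 27 lower in EC). The smallest adjusted p with edgeR was 0.0580, for the zinc finger gene ZNF394 (ENSG00000160908, GRCh38 chromosome 7, 99473877 to 99504857), at 77.7 ± 17.9 CPM in EC and 36.6 ± 7.08 CPM in ART (SD, n = 6 each) and a log2 fold change of 1.09 ± 0.18. ZNF394 was the 1 gene called without ART replicate 2, EC replicate 4 or HIVN replicate 4, and joined TENT5C and ENC1 in a fit on these groups alone. The next smallest p among genes higher in EC belonged to ENC1 (2.22 ± 0.43), JOSD1 (1.04 ± 0.21), TENT5C (2.15 ± 0.45) and ZNF408 (0.94 ± 0.21), each higher in 100% of the library pairs between groups. The naming rule had asked for at least 80%. On the lower side were UFL1 (-0.98 ± 0.23), GIMAP8 (-1.05 ± 0.26), TASOR (-0.77 ± 0.19), the heat shock gene HSPH1 (-0.80 ± 0.20) and RIMOC1 (-0.87 ± 0.23). At the study's unadjusted threshold, 1147 genes differed, 505 higher and 642 lower, against 146 higher and 458 lower on log2(TPM + 1) and 169 and 515 on log2(TPM + 0.1). IL2RB (0.76 ± 0.41), BCL2 (-0.44 ± 0.33), IL2RA (0.058 ± 1.0) and CD69 (1.0 ± 0.50) had adjusted p from 0.561 to 0.991. The study had singled out IL2RB in cells of these groups, so IL2RB is not independent evidence, and BCL2, IL2RA and CD69 in its IL-15 cultures. IL2RB went to 1.32 without ART replicate 6, and BCL2 to -0.69 without EC replicate 3 and -0.25 without ART replicate 4. IL2RA lay near the floor, at 0.48 ± 0.75 CPM in EC and 0.46 ± 0.41 CPM in ART, and its direction turned under cyclic loess scaling and without EC replicate 2 (-1.20) or 5 (-0.052), or ART replicate 3 (-0.14), 5 (-0.056) or 6 (-0.12).

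**Figure D1:**
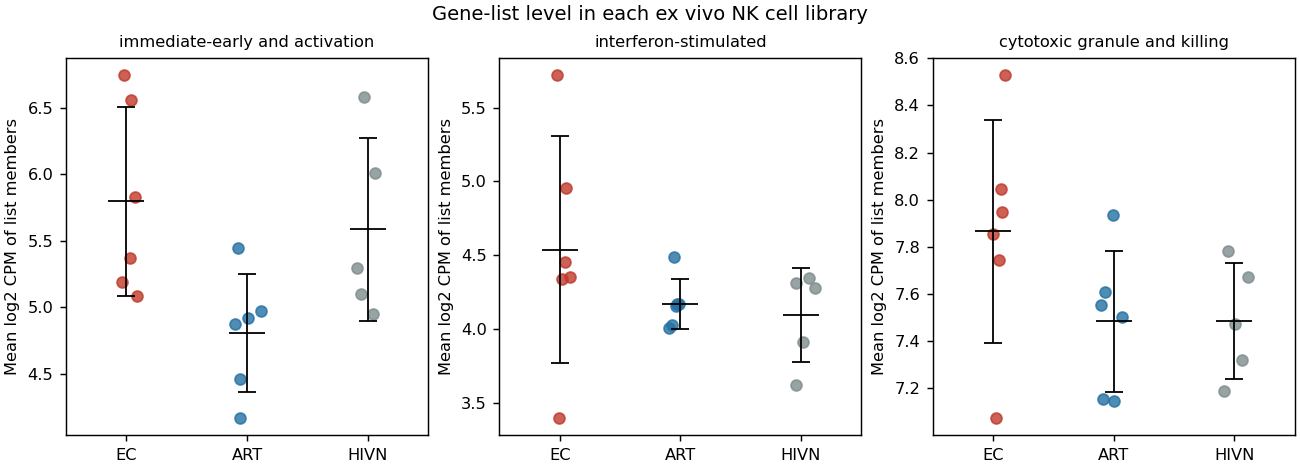
Each point is an ex vivo library, placed on the vertical axis by the mean log2 CPM of the members of a gene list, with the group mean (bar) and SD (whiskers) for EC and ART (n = 6 each) and HIVN (n = 5). For immediate-early and activation genes the EC libraries ran from 5.08 to 6.74, ART from 4.17 to 5.45 and HIVN from 4.95 to 6.58, so the ranges overlapped.

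The second comparison set EC against HIVN persons, to separate features of EC from those of NK cells without HIV. Interferon-stimulated genes (median log2 fold change 0.44 over 24 members), whose products counter viral replication, and cytotoxic granule and killing genes (median 0.44 over 20 members) were higher as groups in EC, each with adjusted p = 0.734 with an estimated correlation. The interferon-stimulated difference rested in part on EC replicate 1, without which the mean of the list relative to all genes went from 0.66 to 0.32. IFITM3 had a log2 fold change of 1.40 ± 0.36 and IFIT3 of 1.26 ± 0.40, and the granule genes CST7 and GNLY had values of 1.01 ± 0.31 and 1.10 ± 0.40. GNLY was high in EC replicates 1, 2 and 4 (15680, 19460 and 18480 CPM). The other EC libraries (5871 to 7604 CPM) lay within the HIVN range (3099 to 9627 CPM). Genes typical of CD56bright NK cells were lower as a group in EC (median -0.22 over 15 members), among them the cytokine receptor gene IL7R (-2.81 ± 0.77) and CD27 (-3.50 ± 0.98), but adjusted p = 0.734 with an estimated correlation. The CD56bright-type mean relative to all genes went from -0.60 to -0.22 without HIVN replicate 5, whose T cell marker score of 3.94 was the highest in HIVN (1.89 to 3.65 in the others). T cells express IL7R and CD27 too, and their markers had a median of -0.30 in EC against HIVN (camera adjusted p = 0.478). Immediate-early and activation genes did not pass between EC and HIVN in all libraries (median -0.037, mean relative to all genes 0.295, camera adjusted p = 0.434). Without HIVN replicate 5 they were called higher in EC (0.67, adjusted p = 0.000606), and without HIVN replicate 1 (-0.17) or EC replicate 2 (-0.03) the mean was below 0. IL2RB was at 2021 ± 1000 CPM in EC (n = 6) and 1597 ± 525 CPM in HIVN (SD, n = 5), a difference within the spread between libraries.

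Of the interferon-stimulated genes, 7 of 24 were higher before adjustment and 1 when adjusted over the list alone, and of the cytotoxic genes 6 of 20 and 0. Camera gave both lists an adjusted p = 7.70e-06, kept in every fit that left out 1 library (0.0236 for the interferon list without EC replicate 1), but adjusted p = 0.734 with an estimated correlation. The CD56bright-type list had 3 of 15 members lower before adjustment and 2 when adjusted over the list alone (camera adjusted p = 0.0263), and adjusted p = 0.734 with an estimated correlation. It lost its call without EC replicate 2 (adjusted p = 0.110) or 3 (0.145), or HIVN replicate 2 (0.0638), 3 (0.0597) or 5 (0.346). The number of lists called was 6 without EC replicate 4 or HIVN replicate 2 and 7 without HIVN replicate 4, against 11 in all libraries. Without the 3 EC libraries with outlying TMM factors, 5 lists were called.

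A further 8 lists differed between EC and HIVN, each with adjusted p = 0.734 with an estimated correlation. Mitochondrially encoded genes (median 0.42) had 2 of 13 members higher before adjustment, MT-CO3 at 0.65 ± 0.27 and MT-CO2 at 0.72 ± 0.30. Nuclear oxidative phosphorylation genes (median 0.23) had 1 of 27, UQCRFS1 at 0.66 ± 0.27 ahead of UQCRQ at 0.50 ± 0.25, and cytosolic ribosomal protein genes (median 0.25) had 1 of 77, RPS10 at 0.83 ± 0.32 ahead of RPS27A at 0.77 ± 0.40. Glycolysis (median 0.18), class I antigen presentation (0.29) and actin cytoskeleton genes (0.33) had 1 member each. Leading these lists were SLC2A3 (0.52 ± 0.24) and LDHA (0.53 ± 0.26), PDIA3 (0.50 ± 0.25) and B2M (0.88 ± 0.46), and ARPC3 (0.63 ± 0.28) and TMSB10 (0.70 ± 0.34). NF-kB targets (median 0.38) had 0 of 14, with RELB at 1.0 ± 0.50 and NFKB2 at 0.61 ± 0.31. Genes of tRNA charging, which load amino acids onto tRNAs, were lower as a group (median -0.17), with 3 of 20 members lower before adjustment, led by RARS1 (-0.67 ± 0.27) and VARS1 (-0.46 ± 0.20). None of these 8 lists had a member past the threshold when adjusted over the list alone, and their camera adjusted p ran from 7.70e-06 to 0.0195. The glycolysis, class I and actin medians lay at percentiles 91.2, 84.4 and 94.9 of random lists matched on abundance, within the range of such lists. Without EC replicate 4, calls were lost by the mitochondrial (0.47 to 0.23, adjusted p = 0.107), ribosomal (0.27 to 0.085, 0.133), class I (0.43 to 0.22, 0.133), actin (0.32 to 0.12, 0.400) and glycolysis (0.21 to 0.16, 0.133) lists. This library held the most mitochondrial ribosomal RNA of the ex vivo libraries (11.9%) and the fewest genes with at least 5 counts (14517). Without HIVN replicate 2, this held for the actin (0.21, adjusted p = 0.173), class I (0.0677), glycolysis (0.199) and NF-kB (0.0638) lists. Without HIVN replicate 4, it held for the ribosomal (0.095, adjusted p = 0.235), oxidative phosphorylation (0.26 to 0.14, 0.0626), glycolysis (0.14, 0.127) and actin (0.0603) lists. Glycolysis also lost its call without HIVN replicate 3 (adjusted p = 0.0597) or EC replicate 2 (0.0555). NF-kB targets lost theirs without EC replicate 2 (0.44 to 0.21, adjusted p = 0.292) or 1 (0.147), or HIVN replicate 3 (0.0597) or 1 (0.105), and the tRNA list without EC replicate 3 (-0.20 to -0.13, 0.0501). Leaving out HIVN replicate 5 gave higher values for NF-kB targets (0.70), the ribosomal list (0.52) and glycolysis (0.33). The ribosomal list turned to lower (-0.02) without the libraries with outlying TMM factors.

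With edgeR, 0 of 15193 genes differed between EC and HIVN at an adjusted p under 0.05, while 900 had an unadjusted p under 0.05 and DESeq2 called 27 (12 higher and 15 lower). The smallest adjusted p was 0.345, shared by 3 genes, among them GATD3 (ENSG00000160221, GRCh38 chromosome 21, 44133610 to 44210114), with 38.8 ± 23.9 CPM in EC (n = 6) and 4.69 ± 1.33 CPM in HIVN (SD, n = 5). GATD3 has a near-identical copy in the genome build, so its counts are uncertain, and it was the 1 gene called without EC replicate 5. DIPK2A (1.08 ± 0.24), BPGM (1.07 ± 0.25), MRPL47 (1.17 ± 0.28) and the lectin gene CLEC2B (0.83 ± 0.21) followed on the higher side. The lower side held GIMAP8 (-1.30 ± 0.27), TMEM63A (-0.85 ± 0.19), FKBP5 (-1.71 ± 0.40), NAIP (-1.16 ± 0.28), which has partial copies nearby, and the cytokine signalling inhibitor gene CISH (-1.51 ± 0.37). At the study's unadjusted threshold, 770 genes differed, 322 higher and 448 lower, against 29 higher and 865 lower on log2(TPM + 1), 32 and 888 on log2(TPM + 0.1), and 55 and 1175 on log2(TPM + 1) with no filter. IL2RB (0.34 ± 0.43), BCL2 (-0.26 ± 0.35), IL2RA (-0.25 ± 1.02) and CD69 (-0.20 ± 0.51) had adjusted p from 0.941 to 0.986. IL2RB turned to lower on the TPM scale (-0.19) and under cyclic loess scaling (-0.05). On log2(TPM + 1) the median of all genes was -0.27, so IL2RB lay above it there. IL2RB went to 0.20 without EC replicate 1 and 0.18 without EC replicate 2. It was at 0.51 without EC replicate 3 and 0.19 without HIVN replicate 4. CD69 turned to higher without HIVN replicate 5 (0.60), and IL2RA without HIVN replicate 1 (0.30) or EC replicate 3 (0.046) or 6 (0.042).

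The third comparison set the reference groups against each other. Immediate-early and activation genes were lower as a group in ART than in HIVN, with a median log2 fold change of -0.97 over 26 members and adjusted p = 0.495 with an estimated correlation, among them BTG2 (-1.32 ± 0.40), DUSP2 (-2.20 ± 0.68), DUSP1 (-1.41 ± 0.47) and PPP1R15A (-0.98 ± 0.35). CD56bright-type genes (median -0.42 over 15 members) were lower in ART too, with GPR183 at -1.18 ± 0.44 and CD27 at -2.61 ± 0.94, as were genes that are lower in adaptive NK cells (median -0.29 over 8), with NCR3 at -0.64 ± 0.27 and ZBTB16 at -0.84 ± 0.49. For these lists adjusted p = 0.495 and adjusted p = 0.747 with an estimated correlation. Markers of other cells had negative medians in ART against HIVN too, of -0.32 for T cells (8 of 11 below 0; camera adjusted p = 0.384), -0.20 for monocytes (0.0856), -0.76 for neutrophils (4 of 4 below 0; 0.0856) and -0.45 for platelets (5 of 5 below 0; 0.253). Mitochondrially encoded genes were higher in ART (median 0.30 over 13), with MT-ATP8 at 0.92 ± 0.40 and MT-ND3 at 0.64 ± 0.39, but adjusted p = 0.822 with an estimated correlation. The early activation gene CD69 was at 42.6 ± 20.8 CPM in ART (n = 6) and 98.1 ± 94.5 CPM in HIVN (SD, n = 5), a difference within the spread of the HIVN libraries. HIVN replicate 5 held 264 CPM of CD69, against 36.6 to 83.6 CPM in the others, and without it the log2 fold change went from -1.20 to -0.41. The immediate-early mean relative to all genes went from -0.90 to -0.53 without this library, and the CD56bright-type mean from -0.72 to -0.35.

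Of the immediate-early genes, 10 of 26 were lower before adjustment and 0 when adjusted over the list alone, and camera gave an adjusted p = 6.20e-09 that was kept in every fit that left out 1 library. The unadjusted camera p was 1.88e-10. Among the 100 splits of the ART and HIVN libraries, others gave this list 7.69e-12, 4.93e-11, 2.69e-16 and 3.55e-19. The smallest camera p over all lists fell to 4.18e-67 in the strongest other split. Chance can therefore not be excluded for this list. The CD56bright-type list had 4 of 15 members lower before adjustment, and the adaptive list 1 of 8, against 1 of 13 higher for the mitochondrial list. None of these 3 lists had a member past the threshold when adjusted over the list alone, and their camera adjusted p were 0.00706, 0.0291 and 0.0291. With an estimated correlation, adjusted p = 0.495 for the immediate-early and CD56bright-type lists, 0.747 for the adaptive list and 0.822 for the mitochondrial list. Without ART replicate 5, the CD56bright-type (adjusted p = 0.0861), adaptive (-0.35 to -0.20, 0.257) and mitochondrial (0.106) lists lost their call. Without HIVN replicate 5, this held for the CD56bright-type (-0.72 to -0.35, 0.143) and mitochondrial (0.120) lists, without HIVN replicate 1 for the adaptive (0.145) and mitochondrial (0.200) lists, and without ART replicate 3 (0.34 to 0.22, 0.205) or HIVN replicate 4 (0.200) for the mitochondrial list. The adaptive list was also lost without HIVN replicate 3 (0.0707). Between 1 list (without ART replicate 5) and 11 lists (without HIVN replicate 2) were called, against 4 in all libraries. The count was 2 without HIVN replicate 1, 9 without ART replicate 2 and 7 without HIVN replicate 3.

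With edgeR, 0 of 15193 genes differed between ART and HIVN at an adjusted p under 0.05, while 1094 had an unadjusted p under 0.05 and DESeq2 called 22 (15 higher and 7 lower). The smallest adjusted p was 0.4927, shared with a pseudogene by the small GTPase gene RAP1A (ENSG00000116473, GRCh38 chromosome 1, 111542218 to 111716691), with 38.0 ± 8.11 CPM in ART (n = 6) and 17.2 ± 4.65 CPM in HIVN (SD, n = 5). SRP9 (0.97 ± 0.22), SNX6 (0.75 ± 0.17), MRPL47 (1.19 ± 0.28) and TTN (1.26 ± 0.30) followed on the higher side. The lower side held the cytokine gene OSM (-3.18 ± 0.74), POLR2C (-0.91 ± 0.23), TRIB2 (-0.78 ± 0.20), TNFRSF25 (-1.58 ± 0.41) and the histone gene H1-3 (-2.87 ± 0.74). At the study's unadjusted threshold, 892 genes differed, 525 higher and 367 lower, but the balance turned to 77 higher and 482 lower on log2(TPM + 1) and 75 and 456 on log2(TPM + 0.1). IL2RB (-0.42 ± 0.43), BCL2 (0.18 ± 0.35), IL2RA (-0.30 ± 1.02) and CD69 (-1.20 ± 0.52) had adjusted p from 0.645 to 0.9752. Without HIVN replicate 5, CD69 went to -0.41, OSM to -1.999 and TNFRSF25 to -1.01, and without ART replicate 6 IL2RB went to -0.98. BCL2 turned to lower without HIVN replicate 2 (-0.026), and IL2RA to higher without HIVN replicate 1 (0.20). Among 16 exact permutation tests of these 4 genes over the 4 comparisons, the smallest raw p was 0.0216 for CD69 between ART and HIVN (adjusted p = 0.327).

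**Figure D2:**
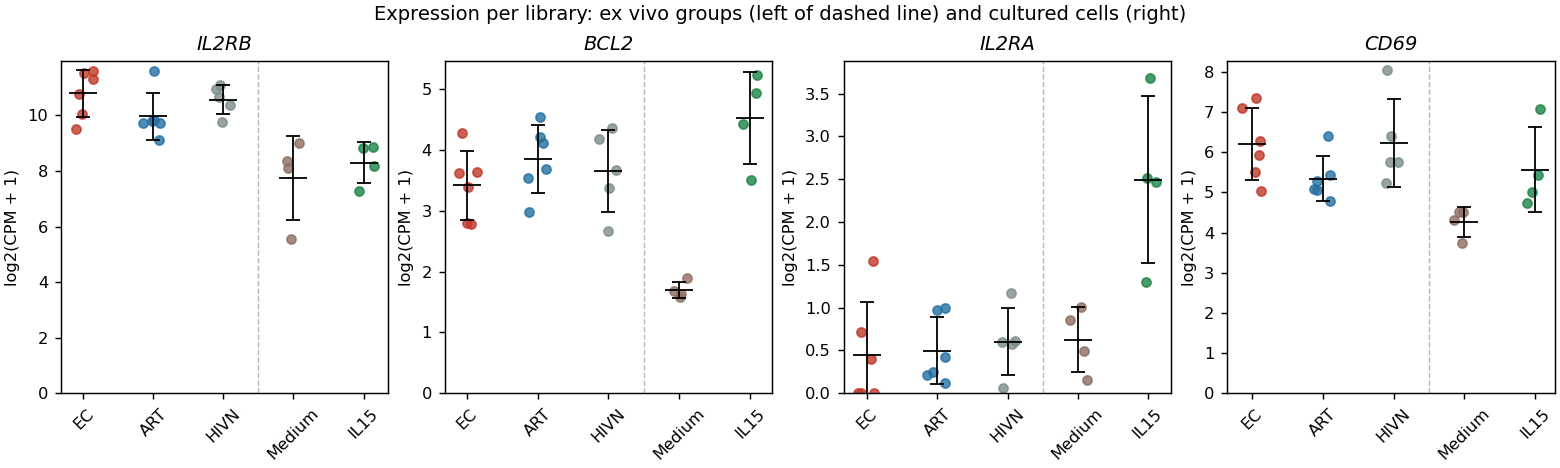
Points give log2(CPM + 1) of IL2RB, BCL2, IL2RA and CD69 in each library, with the group mean (bar) and SD (whiskers), for EC and ART (n = 6 each), HIVN (n = 5) and the cultured cells (n = 4 each). The ex vivo groups overlap for all 4 genes, whereas BCL2 in culture averages 2.26 CPM in medium and 24.2 CPM with IL-15.

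Both EC comparisons use the same EC libraries, so chance alone makes them alike. Genes higher in EC than in both reference groups at the study's unadjusted threshold numbered 101, and genes lower than in both numbered 156. Simulated data sets of unchanged groups gave medians of 38 and 67 over 50 sets. Independent lists of these sizes would share 10.7 and 18.9. With the EC libraries split 3 and 3 the medians were 44.5 and 29.5. Relabelling the 17 libraries gave at least the real total of 257 such genes in 8 of 100 splits, the real one counted. The highest other was 488, so chance cannot be excluded for this sharing. The log2 fold changes of the comparisons correlated at 0.52 across genes (0.48 simulated, 0.08 with split EC libraries), with a covariance of 0.150 (0.104 simulated, 0.051 with split EC libraries). At an adjusted p under 0.05, edgeR gave 0 shared genes and DESeq2 6, of which 2 were higher and 4 lower in EC.

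The fourth comparison asked what IL-15 does to cultured NK cells. IL-15 raised genes of its own signalling pathway, among them the feedback inhibitors CISH (log2 fold change 4.39 ± 0.49) and SOCS2 (4.88 ± 0.69), the cyclin gene CCND2 (4.34 ± 0.39) and IL2RA (3.23 ± 0.39), the receptor chain that heightens affinity for IL-2. BCL2, which protects cells from apoptosis (ENSG00000171791, GRCh38 chromosome 18, 63123346 to 63320128), rose from 2.26 ± 0.31 to 24.2 ± 11.3 CPM (SD, n = 4 each; 3.32 ± 0.30). The chemokine genes XCL1 (3.36 ± 0.29) and XCL2 (3.37 ± 0.26), close copies that share reads, rose about alike, and TSC22D1 fell (-1.12 ± 0.19). These changes had the same direction in all 4 donors. The naming rule required that for all but the always-named BCL2 and IL2RA, so it adds no evidence for the others. Without donor pair 2 CISH, SOCS2, IL2RA and TSC22D1 no longer passed (edgeR adjusted p = 0.0762, 0.207, 0.0903 and 0.207). With the monocyte marker score as covariate these genes no longer passed (adjusted p = 0.9999). BCL2 was then at 1.91, IL2RA at 1.96, CISH at 2.75 and SOCS2 at 1.56. XCL1 was at 1.97, XCL2 at 2.70, CCND2 at 3.28 and TSC22D1 at -1.10. That fit can hardly part the score from IL-15, since LYZ and CD14 were lower with IL-15 in all 4 pairs. Its lost calls therefore decide nothing about monocyte RNA. TSC22D1 (-0.45, adjusted p = 0.420) and SOCS2 (2.93, adjusted p = 0.185) also did not pass in limma on log2(TPM + 1). SOCS2 did not pass under cyclic loess scaling either (4.35, adjusted p = 0.0626). The study had picked BCL2, IL2RA and CD69 from these cultures, so they are not independent evidence. The cultures were not of a single composition: the monocyte gene LYZ averaged 11690, 251, 9.23 and 25.8 CPM in donors 1 to 4, against 2.15 to 26.3 CPM ex vivo, and the NK gene NKG7 averaged 50.8, 201, 818 and 982 CPM, against 986 to 6176 CPM ex vivo.

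With edgeR and the donor block, 38 of 12065 genes changed at an adjusted p under 0.05, 35 higher and 3 lower with IL-15. The adjusted p was 0.000639 for XCL2, 0.000926 for XCL1, 0.000944 for CCND2, 0.001003 for BCL2, 0.00399 for CISH, 0.00435 for IL2RA and 0.0338 for both SOCS2 and TSC22D1. Other named genes that rose were NDFIP2 (3.995 ± 0.49), the xenobiotic enzyme gene CYP1A1 (2.72 ± 0.26), the costimulatory receptor gene TNFRSF18 (2.39 ± 0.35) and the stress gene DDIT4 (2.16 ± 0.30), with adjusted p from 0.001003 to 0.0318. CD69 was higher in all 4 pairs (1.35 ± 0.30, adjusted p = 0.122) and IL2RB in 3 (0.53 ± 0.35, adjusted p = 0.561), and neither passed the threshold. Without donor pair 4 CD69 passed (0.93, adjusted p = 0.0241), and IL2RB went to 0.13 without pair 1. CD69 also passed with DESeq2 (1.35, adjusted p = 0.00403), with no count filter (1.38), and in limma on log2(TPM + 1) (1.64) and log2(TPM + 0.1) (1.72). IL2RB passed in limma on log2(TPM + 0.1) (0.95, adjusted p = 0.0376). In the other settings, apart from the fits without a pair, neither passed. Without pair 2, IL2RA (3.16, adjusted p = 0.0903), SOCS2 (4.91, 0.207), CISH (4.51, 0.0762), NDFIP2 (4.22, 0.130), TNFRSF18 (2.36, 0.305), DDIT4 (2.18, 0.214) and TSC22D1 (-1.21, 0.207) did not pass. TSC22D1 was also lost without pair 1 (adjusted p = 0.0544) or 3 (0.202), SOCS2 without pair 3 (0.167) and TNFRSF18 without pair 1 (0.0701). At the study's unadjusted threshold, 503 genes differed, 235 higher and 268 lower, against 358 higher and 26 lower on log2(TPM + 1) and 716 and 72 on log2(TPM + 0.1). For adjusted calls limma gave 309 higher and 8 lower on log2(TPM + 1), and 532 and 25 on log2(TPM + 0.1). DESeq2 called 197 genes (131 higher and 66 lower). The fit without the donor block called 0 genes, with 462 at an unadjusted p under 0.05, and so did the fit with the monocyte marker score as covariate, with 210, where NDFIP2 went to 2.01, TNFRSF18 to 1.60, DDIT4 to 0.91, CYP1A1 to 2.41, CD69 to 0.22 and IL2RB to 1.39. Leaving out donor pair 1 gave 79 genes, pair 2 gave 7, pair 3 gave 30 and pair 4 gave 73, and donors 3 and 4 alone gave 55, of which 23 were among the 38. In those donors CYP1A1 (2.34, adjusted p = 0.0821), TNFRSF18 (2.06, 0.211), DDIT4 (2.53, 0.0929) and TSC22D1 (-1.31, 0.0852) did not pass, and IL2RB turned to lower (-0.03). Exact permutation tests on TPM cannot go below p = 0.125 with 4 pairs, the value reached by BCL2, IL2RA and CD69.

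**Figure D3:**
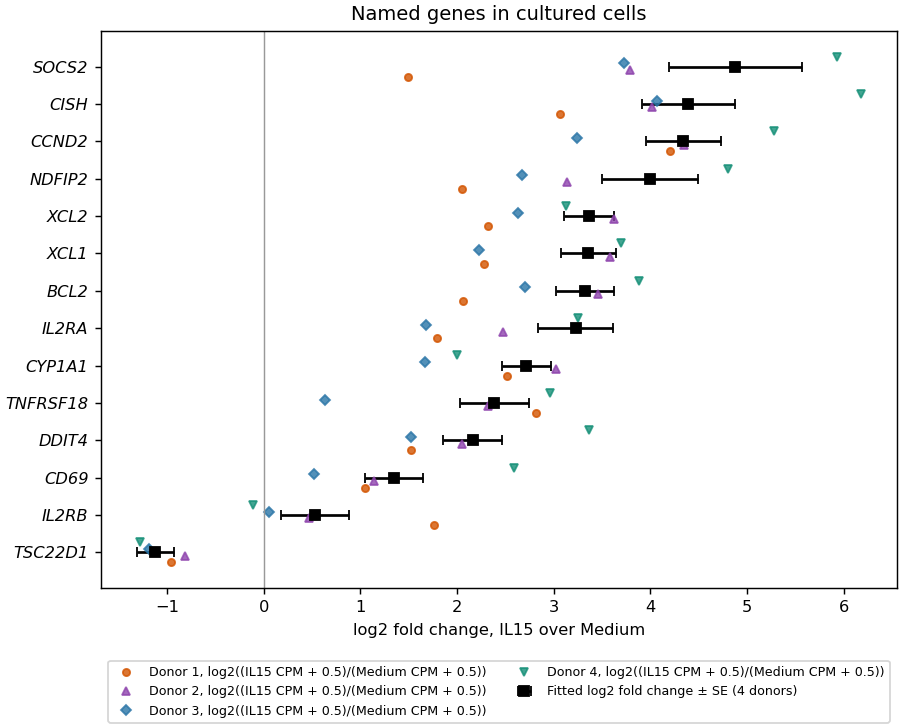
Squares give the fitted log2 fold change of IL-15 over medium with its SE for the named genes, and the other symbols give each donor's log2 ratio of CPM with 0.5 added to each value. BCL2 sits at 3.32 and IL2RA at 3.23 with every donor above 0, while the donors lie on both sides of 0 for IL2RB.

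As a group, genes of the receptor shared by both cytokines and of JAK-STAT5 signalling (the IL-2/IL-15 receptor list) were higher with IL-15 (median log2 fold change 1.12; adjusted p = 0.140 with an estimated correlation), with 6 of 17 members higher over all genes and 10 when adjusted over the list alone, among them OSM (4.81 ± 0.60), CCND2, CISH and IL2RA. The KIR receptor genes, inhibitory and activating receptors for HLA class I, were higher as a group (median 1.195; adjusted p = 0.0899 with an estimated correlation), with 3 of 6 higher over all genes and 6 when adjusted over the list alone, although KIR genes share reads. NK cytokines and chemokines (median 1.08; adjusted p = 0.245 with an estimated correlation) had 3 of 14 members higher over all genes and 6 when adjusted over the list alone, XCL1, XCL2 and IL32 (1.77 ± 0.29) leading. In the cytotoxic granule and killing list (median 0.39; adjusted p = 0.140 with an estimated correlation), 6 of 20 members were higher and 1 lower when adjusted over the list alone and none over all genes, led by GZMB (1.83 ± 0.37), CTSW (1.21 ± 0.27) and GZMA (1.42 ± 0.32). At the preset correlation these 4 lists kept their calls without any donor pair and without the block. They also kept them with the monocyte score as covariate. That decides nothing, since the fit can hardly part the score from IL-15. Camera gave them adjusted p from 1.61e-23 to 4.39e-06.

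Growth and biosynthesis genes were higher as groups with IL-15, in cultures whose monocyte markers were lower, with adjusted p from 0.245 to 0.716 with an estimated correlation. The nuclear protein-coding share of counts was also higher with IL-15 in each pair (29.15% to 30.45%, 22.7% to 34.22%, 24.89% to 36.64% and 42.97% to 57.09%). Its bearing on these lists was not tested. Amino acid synthesis and transport genes (median 1.61) had 1 of 17 members higher over all genes, the stress kinase gene TRIB3 (1.61 ± 0.21), and 11 when adjusted over the list alone, the transporter gene SLC7A5 (2.02 ± 0.37) among them. For tRNA charging (median 0.95) these counts were 0 and 10 of 20, with TARS1 at 1.75 ± 0.40 and IARS1 at 1.32 ± 0.31, for ribosome biogenesis and MYC targets (median 0.53) 0 and 5 of 19, with WDR43 at 0.93 ± 0.21 and BOP1 at 1.38 ± 0.37, and for the cell cycle (median 0.84) 1 and 8 of 14, with MCM6 at 1.32 ± 0.23 and UHRF1 at 2.35 ± 0.55. The unfolded protein response (median 0.58) had 1 and 2 of 13, with XBP1 at 1.26 ± 0.21 and DNAJB9 at 0.67 ± 0.20. Actin cytoskeleton genes (median 0.30) had 0 of 22 members past either adjustment, with CORO1A at 1.46 ± 0.38 and RAC2 at 0.84 ± 0.26, as did cholesterol synthesis (median 0.49; 14 members), with DHCR7 at 0.87 ± 0.30 and INSIG1 at -0.80 ± 0.25, and glycolysis (median 0.38; 22 members), with SLC2A3 at 0.68 ± 0.18 and PFKFB3 at -0.60 ± 0.18. Camera gave these 8 lists adjusted p from 3.01e-18 to 0.0461. All 8 lost their call with the monocyte score as covariate, where glycolysis, tRNA charging and cholesterol synthesis turned to lower. These losses decide nothing, since monocyte genes behind the score were lower with IL-15 in every pair. With an estimated correlation, adjusted p = 0.245 for the amino acid and cell cycle lists, 0.417 for the tRNA and ribosome biogenesis lists, 0.432 for the unfolded protein response, 0.523 for cholesterol, 0.539 for actin and 0.716 for glycolysis. Glycolysis lost its call without pair 3 (adjusted p = 0.155) or pair 4 (0.24 to 0.063, 0.355), rising to 0.36 without pair 2, and cholesterol without pair 4 (0.43 to 0.19, 0.126). Without pair 4, calls were kept at lower values for tRNA charging (0.87 to 0.52), ribosome biogenesis (0.66 to 0.43), the unfolded protein response (0.64 to 0.35) and actin genes (0.48 to 0.22).

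A last 6 lists changed with IL-15 in camera. With an estimated correlation, adjusted p = 0.245 for the BCL2 family, CD56bright-type and monocyte lists, 0.546 for NF-kB targets, 0.432 for the mitochondrial list and 0.395 for neutrophil markers. NF-kB targets (median 0.21) had 1 of 14 members higher over all genes, TNFRSF18, and 2 when adjusted over the list alone, with TNFRSF9 at 1.89 ± 0.50. The BCL2 family (median 0.03) had 1 of 13, BCL2, and 2 when adjusted over the list alone, the other being the survival gene BCL2L1 (1.14 ± 0.26). CD56bright-type genes had 3 of 16 members higher over all genes, XCL1, XCL2 and NCAM1 (1.46 ± 0.26), and 4 higher, with LTB (3.49 ± 0.56), and 5 lower when adjusted over the list alone, so that camera and the mean (0.32) were positive and the median (-0.24) negative. Monocyte markers were lower with IL-15 (median -1.29), with 0 of 12 past the threshold over all genes and 10 lower when adjusted over the list alone, led by CST3 (-1.38 ± 0.34) and LYZ (-1.74 ± 0.45). Mitochondrially encoded genes (median -0.71) had 4 of 13 members lower before adjustment and 0 when adjusted over the list alone, led by MT-CO3 (-0.98 ± 0.36) and MT-ND3 (-0.69 ± 0.26), and neutrophil markers (median -0.98) had 2 of 4 and 0, led by FCGR3B (-0.99 ± 0.38) and CSF3R (-1.03 ± 0.41). Camera gave these 6 lists adjusted p from 1.51e-11 to 0.00914. NF-kB targets turned to lower without pair 4 (-0.02, adjusted p = 0.596), and neutrophil markers lost their call without pair 2 (-0.87 to -0.39, 0.260). Monocyte markers went from -1.13 to -1.82 without pair 1, and mitochondrially encoded genes from -0.70 to -0.40 without pair 2, with their calls kept. With the monocyte score as covariate, a fit that decides nothing for kept or lost calls, the CD56bright-type list kept its call. The BCL2 family, NF-kB, mitochondrial and neutrophil lists lost theirs, NF-kB targets turning to lower (-0.30, adjusted p = 0.140). The monocyte list lost its call by construction, since the score comes from its markers. Without the block, monocyte and neutrophil markers, CD56bright-type genes and glycolysis lost their calls.

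**Figure D4:**
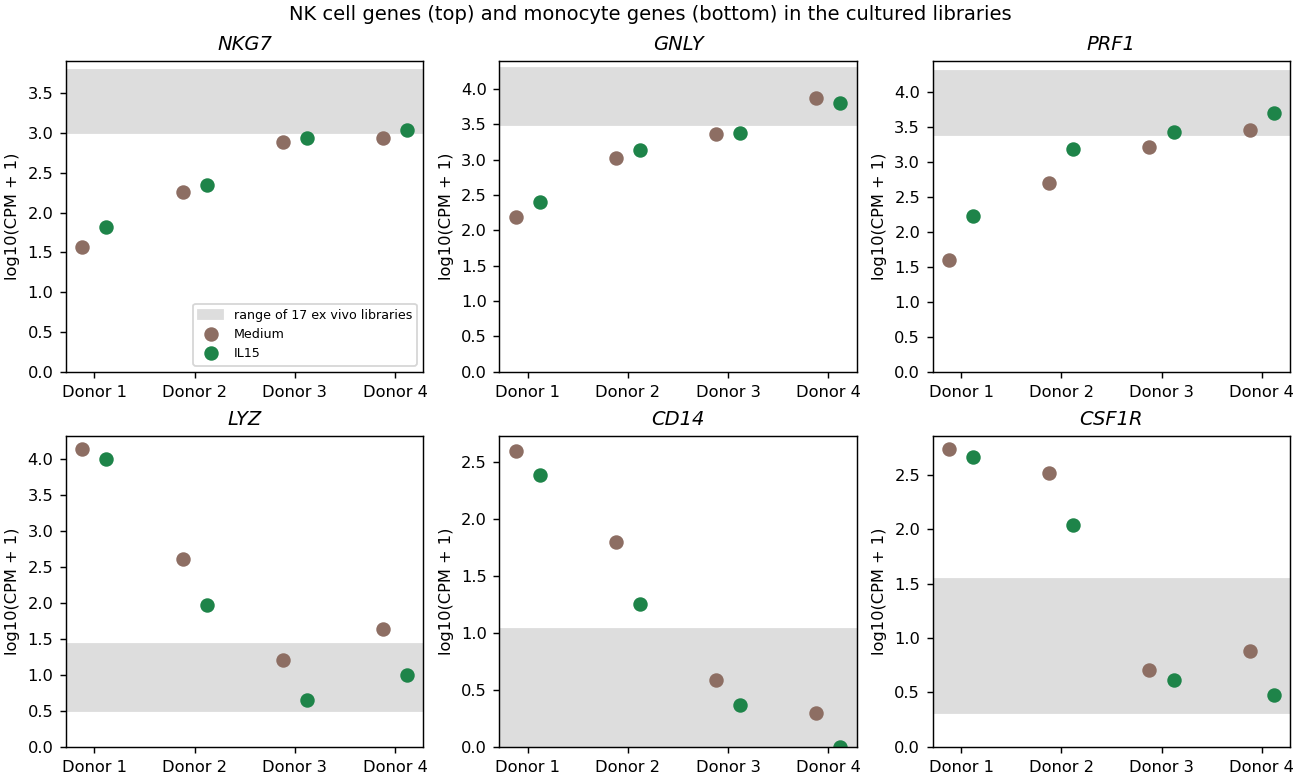
Points give log10(CPM + 1) of NK cell genes (NKG7, GNLY and PRF1) and monocyte genes (LYZ, CD14 and CSF1R) in the cultured libraries of donors 1 to 4, with medium and IL-15 side by side, and the grey band spans the ex vivo libraries. LYZ averaged 11690 CPM in donor 1 and 9.23 CPM in donor 3, while NKG7 averaged 50.8 and 818 CPM.

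The last comparison asked whether genes that respond to IL-15 in culture were higher in EC ex vivo. The IL-15 induced set, of which 32 of 35 genes were measured ex vivo, did not stand apart between EC and ART (median log2 fold change 0.10, 19 members above 0) and was lower in EC than in HIVN (median -0.23, 6 members above 0). In limma's camera its p was 0.355 between EC and ART and 0.00488 between EC and HIVN, and p = 0.150 for the latter with an estimated correlation. The lower value in EC did not pass once HIVN replicate 1 was left out. Camera then gave the set a p of 0.0817. A set of the 200 top-ranked genes in culture did not stand apart between EC and HIVN, at a camera p of 0.395. The set was also lower in ART than in HIVN (median -0.34, p = 0.000271, and p = 0.0694 with an estimated correlation). Other splits of the ART and HIVN libraries gave this set a camera p down to 1.18e-06, so chance cannot be excluded. Between EC and ART, OSM (2.54 ± 0.71) and CISH (-1.30 ± 0.36) went opposite ways. The 3 genes of the IL-15 reduced set (TSC22D1, and DAPK2 and SLFN14, named because the set is small) had camera p of 0.780 and 0.772 in the EC comparisons.

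**Figure D5:**
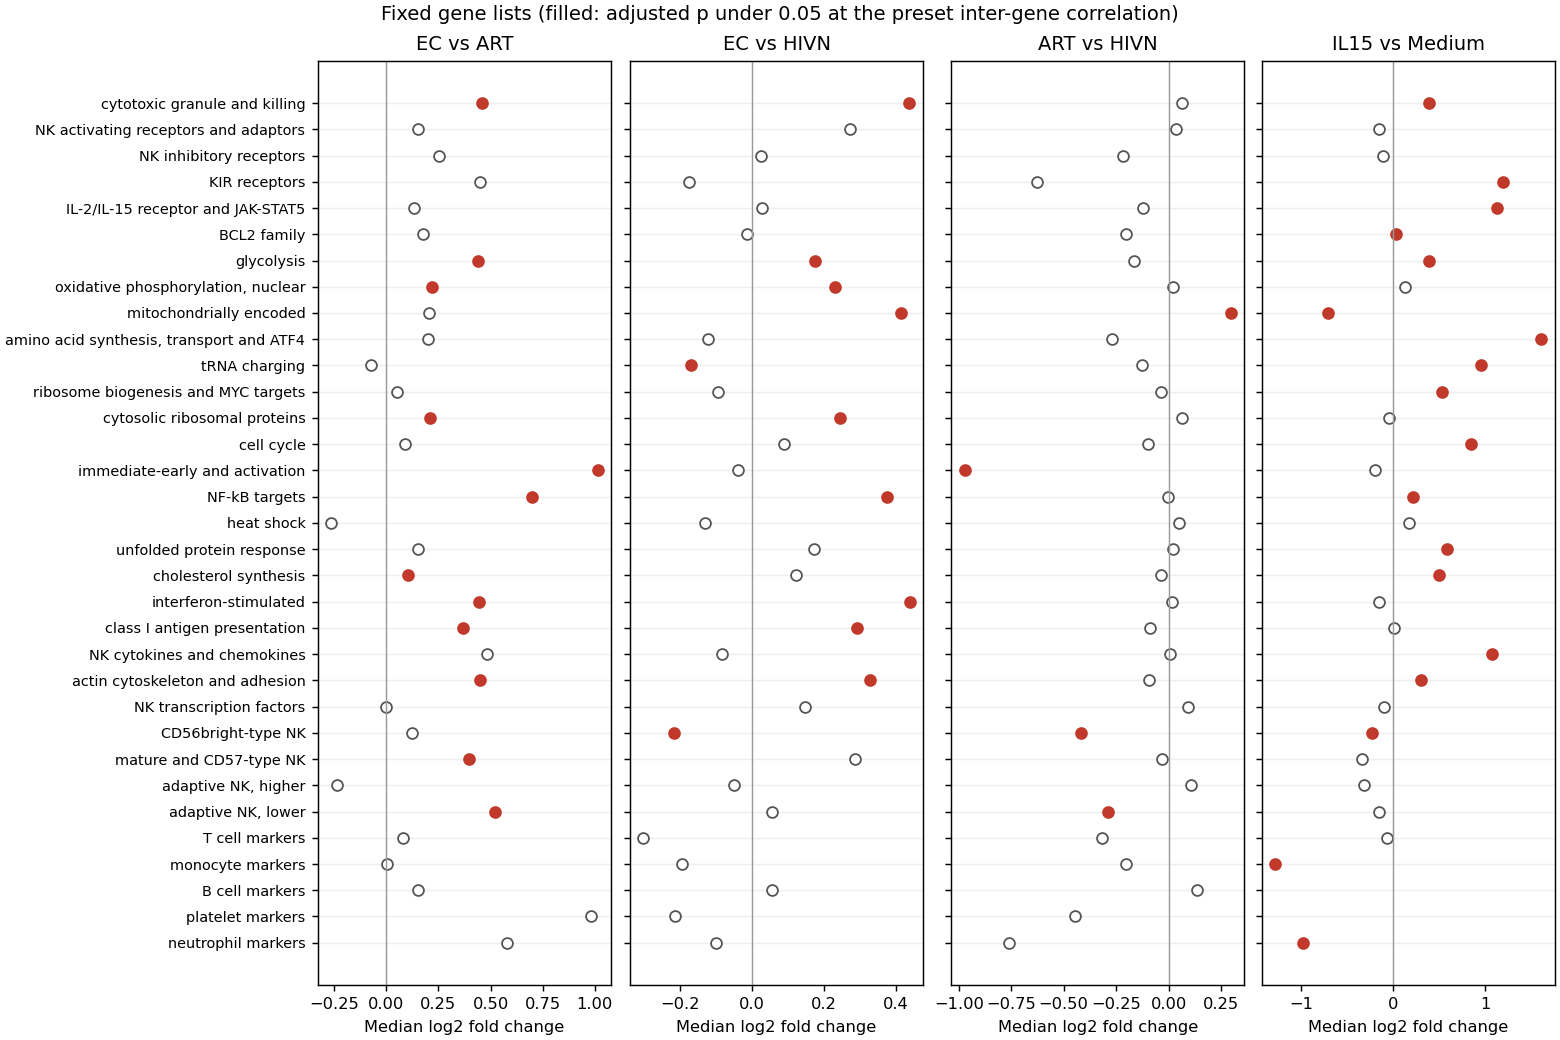
Each point gives the median log2 fold change of a gene list (horizontal axis, scaled for each comparison) in EC against ART, EC against HIVN, ART against HIVN and IL-15 against medium. Filled points had an adjusted p under 0.05 in camera at the preset correlation, which held for 12, 11, 4 and 18 lists, and for 0 lists in each comparison with an estimated correlation.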

Values the study reported

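The paper profiled NK cells ex vivo from 6 elite controllers, 6 persons on antiretroviral therapy and 5 persons without HIV. The paper put the purity of NK cells isolated by negative selection above 90%. Cultured NK cells received 10 ng/mL IL-15 for 24 h. The paper reported surface IL-2 receptor beta chain protein higher in elite controllers, with p = 0.0484 against persons on therapy and p = 0.0018 against persons without HIV.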

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

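The tests of monocyte RNA, ex vivo and in culture, of the ribosomal, class I and cholesterol lists, of scaling factors, of protein-coding genes, of the 7 more abundant lists and of the strongest list over splits were chosen after the result was seen. One sample lay far from the rest of its group, by the gap to its nearest neighbour over the whole range, for CD69 in ART (0.732), HIVN (0.793) and IL-15 (0.850), IL2RB in ART (0.863), IL2RA in EC (0.663), JOSD1 in EC (0.759), MRPL47 in HIVN (0.795), OSM in ART (0.774) and HIVN (0.713), RAP1A in ART (0.632) and TNFRSF25 in HIVN (0.766). In culture this held for DDIT4 (0.879), TNFRSF18 (0.830) and XCL2 (0.889) in medium and for SOCS2 with IL-15 (0.836), and among library measures for the ribosomal DNA share (0.652) and the interferon-stimulated score (0.655) in ART. Chance flags about 1 in 20 groups, or 7.2 of 143, and 17 were found, while genes of the same libraries are not independent. A signal outside the main measurement was the 43 counts on the 92 ERCC rows.

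Several lists, many of abundant transcripts, were higher in EC than in ART. None was called with an estimated correlation (smallest camera adjusted p = 0.50). Of 11 lists, 8 had medians above the range of random lists matched on abundance. So had 5 of the 7 with a median log2 CPM over 6, where a trend with abundance would show. Random genes of like abundance thus seldom gave such medians. The lists were picked by their calls, and random genes lack the correlation between list members, so the trend is not decided for these. The ribosomal, class I and cholesterol lists, 3 of 11, lay within that range and stay open. At the preset correlation all 12 lists kept their call on nuclear protein-coding genes alone, so the calls did not need the ribosomal and mitochondrial RNA rows. Both fits were scaled by TMM, so this test cannot decide more about that RNA. Without the 3 EC libraries with outlying factors 9 of 12 kept their call, but EC replicate 1 (0.779) stayed, so scaling stays open for all. A biological difference stays open and was not separated from handling, as the labels give no batch.

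The immediate-early list was higher in EC than in ART, and lower in ART than in HIVN. With an estimated correlation camera gave adjusted p = 0.50 and 0.495. The list had a median of -0.037 between EC and HIVN. It was nonetheless called higher in EC there without HIVN replicate 5 (mean relative to all genes 0.295 to 0.67, adjusted p = 0.000606). Its median between EC and ART lay at percentile 100 of lists matched on abundance. The upper 95% bootstrap bound of the monocyte markers' median was 0.416, below the list's median of 1.01. Without single libraries the mean of these markers relative to all genes ran from -0.098 to 0.718. That of the immediate-early list ran from 0.899 to 1.37 over all settings. The bound does not cover the spread between libraries, so it does not decide whether monocyte RNA is the whole source. Neutrophil markers (median 0.58, 4 of 4 above 0) and platelet markers (0.98, 3 of 5) were not tested in this way, and RNA of those cells stays open. In 4 of 100 splits of these libraries the list's p was as small as the real 1.38e-12, against 7.77e-15 in the strongest other split, but the list was picked as the strongest of 33, and in 45 of 100 splits the smallest p over all lists was as small (4.68e-50 in the strongest other), so chance cannot be excluded. Delay or stress in handling the blood raises such genes too and could not be tested without labels for it.

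Monocyte RNA varied between the cultured donors, and monocyte markers were lower with IL-15, although the study's methods state a high purity after isolation. Of 12 markers, 11 lay within 2 SE of a common log2 fold change of -1.20, as a smaller share of monocyte RNA would give, so that share may have fallen with IL-15. In donors 3 and 4 alone, where LYZ was low, 55 genes were called, which argues against monocyte RNA as the source of all IL-15 calls. A first test, the median of the 35 induced genes in those donors (2.18, against 2.16 in all 4 and 2.35 in donors 1 and 2), was dropped after its value was seen because the genes were selected using all 4 donors.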

How the results depend on the processing

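Several of these settings were chosen after seeing the data: cyclic loess scaling, nuclear protein-coding genes only, scaling factors from 0.67 to 1.5, donors 3 and 4 only, the monocyte marker score, and further settings for lists, sets, unadjusted and shared counts. Spike-in factors were not run, since the ERCC spike-in records held 43 counts, and without the donor block no IL-15 set could be formed. List values are mean log2 fold changes relative to all genes. Outside the fits that left out a library, 104 counts stayed within 1.5 times and 43 did not, and of the named genes 586 values kept direction and side of the threshold, 48 lost and 34 gained a call and 12 turned, where 2 of the losses were in permutation tests that could not pass with 4 pairs. The same tallies for lists were 1023, 94, 16 and 53, and in the fits that left out a library 1603, 51, 53 and 100. For sets they were 32 kept, 2 lost and 3 turned, and for counts without a library 167 stayed and 15 did not. The TPM scale moved the median of all genes by -0.13 in EC vs ART, -0.27 in EC vs HIVN, -0.16 in ART vs HIVN and 0.28 in IL15 vs Medium at a pseudocount of 1. The cause was not tested for any change below, apart from fewer genes tested under the stricter filter. Depth limits low genes such as IL2RA ex vivo, at 0.48 CPM in EC.

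With sets of the 200 genes with the smallest p the direction turned for the IL-15 reduced set in EC vs ART (0.049) and the IL-15 reduced set in EC vs HIVN (-0.084). The call was lost for the IL-15 induced set in EC vs HIVN (-0.002). With DESeq2 there were 22 genes in ART vs HIVN, 83 genes in EC vs ART, 27 genes in EC vs HIVN, 197 genes in IL15 vs Medium, 1363 genes past the unadjusted threshold in ART vs HIVN, 1256 genes past the unadjusted threshold in EC vs HIVN and 6 shared genes. The threshold was passed by CD69 in IL15 vs Medium (1.35). Under cyclic loess scaling there were 5 lists called in EC vs ART and 4 lists called in EC vs HIVN. Then values crossed 0 for IL2RA in EC vs ART (-0.40), IL2RB in EC vs HIVN (-0.049), the NK activating receptors and adaptors list in EC vs ART (-0.061), the NK inhibitory receptors list in EC vs ART (-0.11), the T cell markers list in EC vs ART (-0.024), the adaptive NK, higher list in EC vs HIVN (-0.008), the adaptive NK, lower list in EC vs HIVN (-0.005), the class I antigen presentation list in IL15 vs Medium (-0.092), the mitochondrially encoded list in EC vs ART (-0.15) and the oxidative phosphorylation, nuclear list in ART vs HIVN (0.044). With donors 3 and 4 only there were 928 genes past the unadjusted threshold in IL15 vs Medium. The sign turned for IL2RB in IL15 vs Medium (-0.031), the NK inhibitory receptors list in IL15 vs Medium (-0.045), the NK transcription factors list in IL15 vs Medium (-0.19) and the cytosolic ribosomal proteins list in IL15 vs Medium (0.089). With RLE factors there was 1 gene in EC vs ART. Then opposite directions were found for the T cell markers list in EC vs ART (-0.20). With upper-quartile factors the direction turned for the interferon-stimulated list in IL15 vs Medium (0.003).

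With an estimated correlation there were 0 lists called in ART vs HIVN, 0 lists called in EC vs ART, 0 lists called in EC vs HIVN and 0 lists called in IL15 vs Medium. The call was lost for the IL-15 induced set in EC vs HIVN (-0.23). Among libraries with scaling factors from 0.67 to 1.5 there were 5 lists called in EC vs HIVN. Then values crossed 0 for IL2RA in EC vs ART (-0.49), the IL-2/IL-15 receptor and JAK-STAT5 list in EC vs HIVN (0.10), the NK cytokines and chemokines list in ART vs HIVN (0.031), the NK transcription factors list in EC vs ART (0.10), the T cell markers list in EC vs ART (-0.32), the adaptive NK, higher list in EC vs HIVN (-0.081), the cytosolic ribosomal proteins list in EC vs ART (-0.022), the cytosolic ribosomal proteins list in EC vs HIVN (-0.018), the mature and CD57-type NK list in EC vs HIVN (-0.028), the mitochondrially encoded list in EC vs ART (-0.069) and the platelet markers list in EC vs HIVN (0.46). On log2(TPM + 0.1) there were 557 genes in IL15 vs Medium, 531 genes past the unadjusted threshold in ART vs HIVN, 684 genes past the unadjusted threshold in EC vs ART and 788 genes past the unadjusted threshold in IL15 vs Medium. The sign turned for IL2RB in EC vs HIVN (-0.19). The threshold was passed by CD69 in IL15 vs Medium (1.72) and IL2RB in IL15 vs Medium (0.95). On log2(TPM + 1) there were 317 genes in IL15 vs Medium, 559 genes past the unadjusted threshold in ART vs HIVN and 604 genes past the unadjusted threshold in EC vs ART. Then opposite directions were found for IL2RB in EC vs HIVN (-0.19). The threshold was passed by CD69 in IL15 vs Medium (1.64). On log2(TPM + 1) with no filter there were 0 genes in IL15 vs Medium and 1230 genes past the unadjusted threshold in EC vs HIVN. The direction turned for IL2RA in ART vs HIVN (0.022), IL2RA in EC vs ART (-0.29) and IL2RB in EC vs HIVN (-0.19). The call was lost for BCL2 in IL15 vs Medium (2.15) and IL2RA in IL15 vs Medium (1.64). With the monocyte marker score as covariate there were 9 lists called in IL15 vs Medium, 0 genes in IL15 vs Medium and 197 genes past the unadjusted threshold in IL15 vs Medium. Then a turn of direction was seen for the NF-kB targets list in IL15 vs Medium (-0.30), the NK activating receptors and adaptors list in IL15 vs Medium (0.34), the T cell markers list in IL15 vs Medium (0.38), the adaptive NK, higher list in IL15 vs Medium (0.37), the cholesterol synthesis list in IL15 vs Medium (-0.18), the cytosolic ribosomal proteins list in IL15 vs Medium (0.20), the glycolysis list in IL15 vs Medium (-0.024), the heat shock list in IL15 vs Medium (-0.83), the interferon-stimulated list in IL15 vs Medium (0.16), the mature and CD57-type NK list in IL15 vs Medium (0.45), the monocyte markers list in IL15 vs Medium (0.075), the oxidative phosphorylation, nuclear list in IL15 vs Medium (-0.11) and the tRNA charging list in IL15 vs Medium (-0.059). The call was lost for BCL2 in IL15 vs Medium (1.91) and IL2RA in IL15 vs Medium (1.96). The turn of the monocyte markers list was built in, since the score comes from those markers. Monocyte genes were lower with IL-15 in every pair, so this setting can hardly part the score from IL-15.

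With no low-count filter there was 1 gene in EC vs ART, 537 genes in IL15 vs Medium, 3053 genes past the unadjusted threshold in ART vs HIVN, 3115 genes past the unadjusted threshold in EC vs ART and 2792 genes past the unadjusted threshold in EC vs HIVN. Then values crossed 0 for the NK activating receptors and adaptors list in ART vs HIVN (-0.19), the NK transcription factors list in EC vs ART (0.055), the cytosolic ribosomal proteins list in ART vs HIVN (-0.007), the cytosolic ribosomal proteins list in IL15 vs Medium (0.008) and the platelet markers list in EC vs HIVN (0.017). The threshold was passed by CD69 in IL15 vs Medium (1.38). With no replicate block, which ignores the pairing by donor there were 0 genes in IL15 vs Medium and 217 genes past the unadjusted threshold in IL15 vs Medium. The sign turned for the cytosolic ribosomal proteins list in IL15 vs Medium (0.05). The call was lost for BCL2 in IL15 vs Medium (3.42) and IL2RA in IL15 vs Medium (3.22). With nuclear protein-coding genes only there was 1 gene in EC vs ART. Then opposite directions were found for the cytosolic ribosomal proteins list in ART vs HIVN (-0.028). With only the groups compared there were 3 genes in EC vs ART. The direction turned for the B cell markers list in ART vs HIVN (-0.20), the T cell markers list in EC vs ART (-0.12), the cell cycle list in EC vs HIVN (-0.08) and the neutrophil markers list in EC vs HIVN (0.10). In permutation tests on log2(TPM + 1) a turn of direction was seen for IL2RA in ART vs HIVN (0.022), IL2RA in EC vs ART (-0.29) and IL2RB in EC vs HIVN (-0.19). No call was possible in IL15 vs Medium for BCL2 (2.15) and IL2RA (1.64), since 4 pairs cannot give p under 0.125. With the stricter filter there was 1 gene in EC vs ART, 4 genes in IL15 vs Medium, 482 genes past the unadjusted threshold in ART vs HIVN, 577 genes past the unadjusted threshold in EC vs ART, 323 genes past the unadjusted threshold in EC vs HIVN and 141 genes past the unadjusted threshold in IL15 vs Medium. Then values crossed 0 for the BCL2 family list in EC vs HIVN (-0.03), the IL-2/IL-15 receptor and JAK-STAT5 list in EC vs HIVN (0.014), the cell cycle list in EC vs HIVN (-0.13), the heat shock list in ART vs HIVN (-0.071), the interferon-stimulated list in IL15 vs Medium (0.007), the oxidative phosphorylation, nuclear list in ART vs HIVN (0.047) and the IL-15 induced set in EC vs ART (-0.028).

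Leaving out 1 library or donor pair at a time gave 1 to 11 lists called in ART vs HIVN, 6 to 13 lists called in EC vs HIVN, 0 to 1 gene in EC vs ART, 0 to 1 gene in EC vs HIVN and 7 to 79 genes in IL15 vs Medium. Over these fits the log2 fold change ran from -0.026 to 0.38 for BCL2 in ART vs HIVN, from -0.49 to 0.60 for CD69 in EC vs HIVN, from 0.93 to 1.63 for CD69 in IL15 vs Medium, from -0.68 to 0.20 for IL2RA in ART vs HIVN, from -1.20 to 0.46 for IL2RA in EC vs ART, from -1.51 to 0.30 for IL2RA in EC vs HIVN and from 2.88 to 3.70 for IL2RA in IL15 vs Medium. The sets ran from -0.34 to -0.15 for the IL-15 induced set in EC vs HIVN, from -0.41 to 0.12 for the IL-15 reduced set in EC vs ART and from -0.30 to 0.19 for the IL-15 reduced set in EC vs HIVN. In EC vs ART, lists ran from -0.21 to 0.54 for B cell markers, from -0.021 to 0.28 for NK inhibitory receptors, from -0.059 to 0.072 for NK transcription factors, from -0.29 to 0.39 for T cell markers, from -0.11 to 0.25 for mitochondrially encoded, from -0.098 to 0.72 for monocyte markers and from -0.15 to 0.70 for platelet markers. In EC vs HIVN, lists ran from -0.34 to 1.02 for B cell markers, from -0.045 to 0.15 for BCL2 family, from -0.23 to 0.053 for IL-2/IL-15 receptor and JAK-STAT5, from -0.41 to 0.12 for KIR receptors, from -0.72 to 0.25 for T cell markers, from -0.22 to 0.42 for adaptive NK, higher, from -0.081 to 0.31 for adaptive NK, lower, from -0.07 to 0.085 for amino acid synthesis, transport and ATF4, from -0.20 to 0.36 for cell cycle, from -0.17 to 0.67 for immediate-early and activation, from -0.86 to 0.27 for neutrophil markers, from -0.52 to 0.43 for platelet markers and from -0.034 to 0.039 for ribosome biogenesis and MYC targets. In ART vs HIVN, lists ran from -0.34 to 0.84 for B cell markers, from -0.33 to 0.14 for NF-kB targets, from -0.21 to 0.34 for NK activating receptors and adaptors, from -0.31 to 0.32 for NK cytokines and chemokines, from -0.64 to 0.033 for T cell markers, from -0.18 to 0.048 for actin cytoskeleton and adhesion, from -0.13 to 0.017 for cholesterol synthesis, from -0.13 to 0.28 for cytosolic ribosomal proteins, from -0.078 to 0.085 for cytotoxic granule and killing, from -0.012 to 0.11 for heat shock, from -0.049 to 0.11 for interferon-stimulated and from -0.16 to 0.14 for oxidative phosphorylation, nuclear. In IL15 vs Medium, lists ran from -0.02 to 0.70 for NF-kB targets, from -0.006 to 0.13 for NK inhibitory receptors, from -0.087 to 0.17 for NK transcription factors, from -0.28 to 0.10 for adaptive NK, higher, from -0.084 to 0.29 for class I antigen presentation, from -0.058 to 0.11 for cytosolic ribosomal proteins, from -0.24 to 0.39 for heat shock, from -0.055 to 0.069 for interferon-stimulated, from -0.17 to 0.21 for mature and CD57-type NK and from -0.019 to 0.30 for oxidative phosphorylation, nuclear.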

Other observations

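Immediate-early genes did not pass with IL-15 as a list, although 3 members were higher and 7 lower when adjusted over the list alone, and the list was called lower without donor pair 4 (-0.20 to -0.31, adjusted p = 0.00494). NK activating receptors, NK inhibitory receptors, NK transcription factors, heat shock genes and genes higher in adaptive NK cells passed in no comparison in the main fits. Some of these lists passed in other settings. With the monocyte score as covariate, camera called heat shock genes lower with IL-15 (-0.83, adjusted p = 8.67e-05). It called NK activating receptors higher (0.34, adjusted p = 0.0257). Since this setting can hardly part the score from IL-15, these calls decide nothing. In this part, the split test of genes shared at the unadjusted threshold was chosen after the result was seen.

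The 12 EC and ART libraries were split into groups of 6 in 100 ways, the real one counted here and below. As many genes passed the study's unadjusted threshold in 5 splits (1147 in the real one and 1724 in the highest other). As many lists were called in 23 (12 and 19). A p as small was found in 62 for the IL-15 induced set (0.355 and 4.41e-05) and in 79 for the reduced set (0.780 and 0.0326). Chance cannot be excluded for any of these. For EC and HIVN the splits numbered 22 for the unadjusted threshold (770 and 1375), 33 for lists (11 and 18), 23 for the induced set (0.00488 and 6.33e-08) and 87 for the reduced set (0.772 and 0.00514), and again chance cannot be excluded. For ART and HIVN they were 11 for the unadjusted threshold (892 and 1483) and 77 for lists (4 and 17), with the same reading. For adjusted genes the real count was 0 in all 3 comparisons and for shared genes, so all 100 splits gave as many by necessity (highest other 46, 6, 1 and 0) and these counts decide nothing. For the 257 genes shared at the unadjusted threshold, 8 of 100 relabellings of the 17 libraries gave as many (highest other 488), so chance cannot be excluded. The 46 genes came from 1 split of the EC and ART libraries, while 98 of the 100 splits called 0, so that a structure of the samples along that split may exist but was not tested.

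With 4 donor pairs there are 8 splits, too few for a share under 0.05. The real split gave 38 genes (highest other 0) in 1 split, 503 genes at the unadjusted threshold (222) in 1, and 18 lists (20) in 3.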
